# Covalent Cysteine Targeting of Bruton’s Tyrosine Kinase (BTK) Family by Withaferin-A Reduces Survival of Glucocorticoid-Resistant Multiple Myeloma MM1 Cells

**DOI:** 10.3390/cancers13071618

**Published:** 2021-03-31

**Authors:** Emilie Logie, Chandra S. Chirumamilla, Claudina Perez-Novo, Priyanka Shaw, Ken Declerck, Ajay Palagani, Savithri Rangarajan, Bart Cuypers, Nicolas De Neuter, Fazil Mobashar Hussain Urf Turabe, Navin Kumar Verma, Annemie Bogaerts, Kris Laukens, Fritz Offner, Pieter Van Vlierberghe, Xaveer Van Ostade, Wim Vanden Berghe

**Keywords:** withaferin A, BTK, multiple myeloma, therapy resistance, glucocorticoids, ibrutinib

## Abstract

**Simple Summary:**

Glucocorticoid therapy resistance in B-cell malignancies is often associated with constitutive activation of tyrosine kinases. Novel anticancer drugs targeting hyperactivated tyrosine kinases, such as Bruton’s tyrosine kinase (BTK), have, therefore, gained much interest over the past few decades and have already been approved for clinical use. In this study, we compared the therapeutic efficacy of the phytochemical kinase inhibitor withaferin A with the clinically approved BTK inhibitor ibrutinib to target hyperactivated tyrosine kinase signaling in glucocorticoid-resistant multiple myeloma cells. Our results demonstrate that withaferin A-induced cell death of glucocorticoid-resistant MM1R cells involves covalent cysteine targeting of multiple Hinge-6 domain type tyrosine kinases of the kinase cysteinome classification, including BTK.

**Abstract:**

Multiple myeloma (MM) is a hematological malignancy characterized by plasma cells’ uncontrolled growth. The major barrier in treating MM is the occurrence of primary and acquired therapy resistance to anticancer drugs. Often, this therapy resistance is associated with constitutive hyperactivation of tyrosine kinase signaling. Novel covalent kinase inhibitors, such as the clinically approved BTK inhibitor ibrutinib (IBR) and the preclinical phytochemical withaferin A (WA), have, therefore, gained pharmaceutical interest. Remarkably, WA is more effective than IBR in killing BTK-overexpressing glucocorticoid (GC)-resistant MM1R cells. To further characterize the kinase inhibitor profiles of WA and IBR in GC-resistant MM cells, we applied phosphopeptidome- and transcriptome-specific tyrosine kinome profiling. In contrast to IBR, WA was found to reverse BTK overexpression in GC-resistant MM1R cells. Furthermore, WA-induced cell death involves covalent cysteine targeting of Hinge-6 domain type tyrosine kinases of the kinase cysteinome classification, including inhibition of the hyperactivated BTK. Covalent interaction between WA and BTK could further be confirmed by biotin-based affinity purification and confocal microscopy. Similarly, molecular modeling suggests WA preferably targets conserved cysteines in the Hinge-6 region of the kinase cysteinome classification, favoring inhibition of multiple B-cell receptors (BCR) family kinases. Altogether, we show that WA’s promiscuous inhibition of multiple BTK family tyrosine kinases represents a highly effective strategy to overcome GC-therapy resistance in MM.

## 1. Introduction

MM is a hematological malignancy of terminally differentiated plasma cells and is currently the second most common adult blood cancer [1]. MM often results in development of end-organ diseases, such as anemia, hypercalcemia, renal insufficiency, and bone lesions, making it an illness of considerable clinical and social impact [2,3]. In recent years, important therapeutical advancements in the field of MM have been made, increasing the life expectancy of patients by six to ten years [4,5]. These novel therapies have mostly been developed based on an improved understanding of the biology of myeloma cells and their interaction with the bone marrow (BM) environment [6]. They include proteasome inhibitors [7], immunomodulatory drugs [8], glucocorticoids (GCs) [9], monoclonal antibodies [10], and histone deacetylase inhibitors [11]. However, MM still remains an incurable disease as the majority of patients eventually relapse and become refractory to existing therapies [12]. Acquisition of resistance to anticancer drugs, therefore, remains the main barrier in treating MM [4,13].

One of the cellular pathways mediating drug resistance in many B-cell malignancies is the BCR signaling pathway [14]. Under physiological conditions, the BCR is activated upon ligation of antigen and promotes survival, function and development of B-cells [15]. After initial antigen binding, the immune receptor tyrosine activation motif domains CD79A and CD79B are phosphorylated by Src family kinases Lyn and Syk and recruit other adaptor proteins and tyrosine kinases (TK), a key example being Bruton’s tyrosine kinase (BTK) [16]. BTK ultimately orchestrates activation of downstream effectors of BCR signaling, such as nuclear factor-κB (NF-κB) and nuclear factor of activated T cells (NFAT), through PLC-γ2 and phosphoinositide 3-kinase (PI3K) phosphorylation [14]. In MM, BTK is often constitutively activated, thereby modulating survival signals and therapy resistance [17,18,19,20]. As a result, BTK kinase inhibitors have received growing pharmacological interest and have already shown promising therapeutic responses in B-cell malignancies in the clinic [21]. More particularly, the covalent-binding BTK inhibitor IBR has shown to be a potent anticancer drug in chronic lymphocytic leukemia (CLL), mantle cell lymphoma, diffuse large B-cell lymphoma, and MM by interfering with B-cell homing, survival and microenvironment-mediated drug resistance [17,18,22,23,24,25]. Suppression of BTK hyperactivation is also key to the therapeutic efficacy of GCs in B-cell leukemias, where IBR has been shown to improve GC therapy response [26,27,28,29]. In clinical trials of MM, combination therapies investigating IBR efficiency demonstrated encouraging responses and a manageable safety profile [30,31].

Although preliminary clinical data revealed the beneficial effects and acceptable safety profile of IBR in MM, clinical studies in other B-cell malignancies have linked IBR use with adverse effects, including diarrhea, fatigue, nausea, and rashes [32,33]. More important, IBR therapy is associated with a significant increase in the occurrence of ventricular arrhythmias and sudden cardiac death [34,35]. The underlying mechanisms of these severe side effects are not well understood but could be partially explained by the off-targets interaction of IBR with interleukin-2-inducible T-cell kinase (ITK), epidermal growth factor (EGFR), and PI3K [36]. Another pressing issue that has arisen since IBR has been applied in the clinic is the development of therapy resistance (reviewed in [37]). Nearly one-third of patients diagnosed with B-cell malignancies display primary resistance against IBR therapy, while many others acquire resistance over time. These major issues accompanying the therapeutic use of IBR have sparked the development of second and third-generation BTK inhibitors (e.g., acalabrutinib), characterized by higher selectivity and potency profiles [38]. Unfortunately, acquired resistance to these novel BTK inhibitors has already been described in some B-cell malignancies as well [39]. As a result, alternative treatment strategies to suppress BTK hyperactivation in therapy-resistant hematological malignancies are currently being investigated in high-throughput combinatorial screenings of clinically approved and preclinical investigational compound libraries [40]. Given that nearly half of the agents used in cancer therapy today are either natural products or derivatives thereof, novel BTK-targeting lead compounds may be identified from this vast arsenal of chemically active structures [41,42,43]. Interestingly, withaferin A, a withanolide phytochemical isolated from *Withania somnifera,* is one of the top investigational compounds prioritized for IBR combination therapy to target chronic active BCR signaling [40].

WA reveals broad-spectrum therapeutic activities in several (drug-resistant) cancer cell types [44], including B-cell lymphoma and MM [45,46,47]. Of particular interest, some of WA’s antitumor effects have been attributed to its ability to covalently target kinase activity [48,49,50,51,52]. Accordingly, innovative phosphopeptidome kinome activity profiling, RNA sequencing, in silico docking simulations, and chemo-affinity approaches were combined in this study to characterize BTK hyperactivation and TK inhibitor therapy response of WA and IBR in GC-resistant MM cells.

## 2. Results

### 2.1. GC Therapy Resistance in Multiple Myeloma Is Associated with Hyperactivation of Tyrosine Kinases

GC therapy-sensitive MM1S and -resistant MM1R cell lines derived from a single MM patient have previously been described as cell models to study the etiology of GC therapy resistance and to evaluate novel classes of chemotherapeutic drugs [53,54]. To investigate the vulnerability of GC-resistant MM1R cells for specific clinical TK inhibitor drugs, we compared the tyrosine kinome activity profiles of GC-resistant MM1R and GC-sensitive MM1S cell lysates by means of a PTK-specific phosphopeptide array (PamChip), containing 144 conserved peptides corresponding to TK specific substrates [55,56]. Overall, TK activity was consistently higher in MM1R cells compared to MM1S cells (Figure 1a and Figure S1). Identification of the 20 most significant differential hyperphosphorylated peptides (adjusted *p*-value (FDR) < 0.01) in MM1R compared to MM1S predicted hyperactivation of multiple (non) receptor TK in MM1R, such as SYK, DDR, ABL, ZAP70, FAK2, BRK, BTK, ITK and FGR (Figure 1b). Subsequent MetaCore pathway analysis showed that the hyperactivated kinases in MM1R cells are involved in cell proliferation, cell cycle regulation, cell adhesion, cancer, therapy resistance, immune response, T-cell receptor signaling and BCR signaling (Supplementary Figure S2).

To investigate whether the observed TK hyperactivation is also reflected at the transcriptome level, RNA sequencing analysis of basal gene expression in MM1S and MM1R cells was conducted. 

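RNA was sequenced from 12 cultures, 3 in each of 4 groups, which were untreated MM1S, MM1S exposed to WA, untreated MM1R and MM1R exposed to WA. MM1S and MM1R are multiple myeloma cell lines from a single patient, and WA is the plant-derived withanolide withaferin A. The sample labels give a WA concentration of 1 µM and an exposure of 3 h, whereas the methods of the sequencing give neither. Replicates within a group were cultures of different passage number, namely 16, 22 and 23 for MM1S and 4, 6 and 7 for MM1R. The untreated and the WA cultures of a line carried the same passage numbers. The lines shared none, so that passage number and cell line cannot be separated.

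The authors mapped the paired-end reads with STAR and deposited the number of reads counted on each gene, without normalization. Between 17625110 and 19368343 reads per culture were counted on genes. The median was 18777280 in untreated MM1S (range 18585840 to 19368343) and 18751325 in MM1S with WA (range 18134877 to 18863663). It was 18488722 in untreated MM1R (range 17817681 to 18525410) and 18084129 in MM1R with WA (range 17625110 to 18748156). The methods name hg19 as the genome. In the deposited table, 1112 pairs of genes at most 5 places apart differ in order between GENCODE's GRCh37 (hg19) and RefSeq's GRCh38 gene starts. Of these, 1023 followed the RefSeq order on GRCh38 and 89 the GENCODE order on GRCh37. Genome build and source of annotation differ together here, so that this count cannot speak against hg19. Which gene models lie behind the counts is therefore not settled, and gene coordinates are given on GRCh37.

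Counts were normalized with edgeR's TMM method, and differences between groups were tested with edgeR's quasi-likelihood test in 1 fit of all 12 libraries. The groups thus share 1 estimate of the spread between cultures. Of the 26497 genes with at least 1 read, 14085 passed edgeR's filter on low counts and were tested. Adjusted p-values were computed over these genes by the Benjamini-Hochberg method.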

Results were analyzed with the R-package DESeq2 [57], using a selection criterion of a minimal FDR < 0.01. 

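Between untreated MM1R and untreated MM1S, 419 genes passed both an adjusted p of 0.01 and a log2 fold change of 1 in size (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 cultures per line). Of these, 209 were higher and 210 were lower in MM1R. Without the limit on the fold change, 680 genes passed. DESeq2 on the same 14085 genes and with the same limits gave 571 genes, of which 415 were among the 419. With no filter on low counts 811 genes passed, and with a test against a fold change of 2 it was 129 genes. Leaving out untreated MM1R of passage 6 gave 268 genes.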

Upon comparing gene expression patterns in both cell lines, 1383 differentially expressed genes (DEG) (logFC > 1 or logFC < −1) could be identified (Figure 1c). Interestingly, from all hyperactivated TK in MM1R cells listed before, BTK was identified as the strongest upregulated TK in GC-resistant MM1R cells (Figure 1d, is included in the top 20 most significant DEG (Table 1). 

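BTK, which encodes Bruton's tyrosine kinase, lies on the minus strand of chromosome X from 100604326 to 100645784 (GRCh37) and has 19 exons in its canonical transcript. It was covered by 155 to 211 reads in the untreated MM1S cultures and by 1053 to 1289 reads in the untreated MM1R cultures. After TMM normalization, this was 8.90 ± 1.77 CPM (SD, n = 3) in MM1S and 63.9 ± 2.92 CPM (SD, n = 3) in MM1R. The log2 fold change was 2.84 (SE 0.17, adjusted p = 1.7e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each of the 12 libraries left out in turn, it stayed between 2.75 and 3.02.

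Of the 38 kinases drawn in Figure 1d, 21 had enough reads to be tested, and each of the other 17 had at most 12 reads in any untreated culture. Only BTK and NTRK3, drawn as TRKC, passed both the limit on the adjusted p and the limit on the fold change. NTRK3 had a log2 fold change of 1.08 (SE 0.19, adjusted p = 0.0025, same edgeR test). Its adjusted p by the same edgeR test rose to 0.017, 0.013 and 0.014 without untreated MM1S of passage 23, untreated MM1S of passage 22 and untreated MM1R of passage 6. BLK had the highest fitted log2 fold change, 3.98 (SE 1.23, adjusted p = 0.051, same edgeR test), which exceeds that of BTK by less than its own SE. The reads behind it were 0 to 2 per culture in MM1S and 5 to 19 in MM1R. The mean of BLK in MM1R was 4.15 times a floor of 3 reads per MM1S culture, a ratio that leaves out the spread between cultures, and BLK was not called. Its fitted log2 fold change was 6.57 without untreated MM1S of passage 22. BTK ranked 2 by fitted fold change, and it ranked 1 where BLK was not tested, which was with at least 10 reads in every library and in a fit of the 6 untreated libraries alone. ABL1 was higher by a log2 fold change of 0.56 (adjusted p = 0.0013, same edgeR test), below the limit on the fold change. The lowest of the tested kinases were JAK1, YES1 and TEC, with log2 fold changes of -0.27, -0.41 and -0.46, and the smallest adjusted p of these, that of TEC, was 0.051 by the same edgeR test. JAK1 was at -0.13 without untreated MM1R of passage 7 and at -0.18 without untreated MM1S of passage 16, and YES1 at -0.24 without untreated MM1S of passage 22.

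All 20 genes of Table 1 passed both limits and changed in the direction given there. Their largest adjusted p was 5.9e-05 by the same edgeR test. Ordered by p, 9 of them were among the first 20 genes and all 20 among the first 100. LINC01518, with no more than 3 reads in any untreated MM1S culture, was at least 79.1-fold higher in MM1R. From the higher kinase activity and the higher BTK expression in MM1R, the paper proposes BCR signaling and BTK as a target in GC-resistant cells.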

Upregulation of BTK in MM1R cells was validated by qPCR and Western blot analysis (Figure 1e–f) and is in line with previous observations [17,58]. Taken together, these findings suggest that BCR signaling and BTK in MM1R cells may represent an attractive target to kill GC-resistant MM1R cells.

### 2.2. The Tyrosine Kinase Inhibitor Profile of Withaferin A and Ibrutinib Show a High Degree of Similarity

Taking into account the hyperactivation of BCR-BTK kinase signaling in MM1R cells (see 2.1.), we next tested their sensitivity for the clinically approved BTK inhibitor IBR as well as WA, a top prioritized investigational phytotherapeutic compound identified in a high-throughput drug screening against chronic BCR signaling [40]. MM1R cells were treated for 24 h with different concentrations of WA or IBR kinase inhibitors, and the relative % cell survival/cell death was evaluated by MTT assay. Both compounds were effective in killing GC-resistant MM1R cells in a dose-dependent manner, although WA is the more potent cell death inducer (IC50 = 1.7 µM) since its IC50 was > 10 times lower than the one of IBR (IC50 = 27.9 µM) (Figure 2a). Remarkably, both WA and IBR also induce cell death in GC-sensitive MM1S cells lacking BTK overexpression, although IC50 values were higher than MM1R cells (IC50_WA_ = 1.9 µM, IC50_IBR_ = 49.3 µM) (Figure 2a).

To explore the mode of action of these compounds, we measured corresponding cellular changes in TK activities by phosphopeptidome based tyrosine kinome profiling of MM1R cells exposed to either WA (1 µM) or IBR (1 µM). Similarly, and as mentioned above, cell lysates of treated cells were analyzed through PTK-specific phospho-peptide arrays, after which the top activated or inhibited kinases were identified based on the significant differences in phospho-intensities of the PTK peptide substrates. We found that WA and IBR both inhibited most of the hyperactivated kinases in MM1R cells, with largely overlapping, though promiscuous, TK inhibitor profiles (Figure 2b, annotation of heatmap rows can be found in Supplementary Figure S3). At the level of BCR signaling, clear inhibition of BTK kinase activity can be observed in the presence of IBR, as expected, and WA (Figure 2c,d). Besides BTK, multiple BCR signaling kinases, such as ZAP70, BLK, FLT3, TEC, and SYK, are also targeted by both WA and IBR (Figure 2c). In line with previous studies, which already revealed that IBR could trigger off-target BCR-BTK independent kinase inhibitor (side) effects [59], we also identified additional IBR-responsive TK in MM1R cells (Figure 2c, Figure S3). Of special note, whereas most binding affinities of IBR have been determined in vitro (Supplementary Figure S4), we provide the first cell-based integrated tyrosine kinome activity map in MM1R cells in the presence of the IBR inhibitor. Although WA inhibits similar BCR family kinases as IBR, variations in kinase inhibitor specificity/potency of WA in comparison to IBR treatment may explain differences in the therapeutic efficacy of both compounds in MM1R cells (Figure 2a,d).

### 2.3. WA Inhibits BCR-BTK Kinase Activity by Transcriptional Downregulation and Covalent Cysteine-Dependent Targeting of BTK

To further characterize how WA decreases BTK kinase activity in MM1R cells, we next checked whether WA treatment changes BTK mRNA and protein expression levels. Panther pathway enrichment analysis of RNA sequencing data from WA-treated MM1R cells already revealed that DEGs are significantly enriched in B-cell activation (Figure 3a). 

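WA changed 1973 genes in MM1R at an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 cultures per group), 1063 of them higher and 910 lower. Across the alternatives, the count ran from 812 genes at an adjusted p of 0.01 to 4094 genes in a fit with passage number as replicate block, which included all 1973. The count fell to 950 without untreated passage 6, to 1215 without untreated passage 7, to 1074 without WA passage 7 and to 1297 without WA passage 4 of MM1R. The largest increase was that of HSPA6, with a log2 fold change of 11.07 (SE 0.79, adjusted p = 2.4e-06, same edgeR test). HSPA7, PGF and RFPL2 had at most 3 reads in untreated MM1R and were at least 166.1-fold, 66.2-fold and 38.6-fold higher. HSPA7 is a near-identical copy of HSPA6, so that reads could have been divided between them. HSPA1B_4, an additional entry of a gene with near-identical copies, rose by 6.89 and is uncertain for the same reason. The largest decreases were those of IFIT5, CCL3L1, DKK1, RTP4 and LOC107987437, with log2 fold changes of -3.57, -3.06, -3.03, -2.44 and -2.38. CCL3L1 also has near-identical copies. The adjusted p of LOC107987437 in the same edgeR test was 0.016, and it rose to 0.059, 0.056 and 0.054 without untreated passage 4, WA passage 6 and WA passage 7 of MM1R.

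The members of Panther's B-cell activation pathway are not given in the paper's text, and a list of 83 genes of the B-cell receptor pathway, written by hand, was used instead. Of these, 77 were tested, and 19 (24.7%) passed an adjusted p of 0.05 with WA in MM1R by the same edgeR test, against 13.9% of the other tested genes (one-sided Fisher's exact test, p = 0.0086). When adjusted over the list alone, 23 passed. Of the 19 genes, 10 were higher and 9 were lower with WA. With DESeq2 the share was 31.2% (one-sided Fisher's exact test, p = 0.0026), and with the replicate block it was 41.6% (one-sided Fisher's exact test, p = 0.013). The p of this exact test was also under 0.05 with no filter (19.5%, p = 0.002) and with DESeq2's size factors (23.4%, p = 0.017). The share was 22.2% (one-sided Fisher's exact test, p = 0.1) with at least 10 reads in every library and 19.5% (one-sided Fisher's exact test, p = 0.16) in a fit of the 6 MM1R libraries alone. With each of the 12 libraries left out in turn, the p of this exact test stayed under 0.05 only without MM1S with WA of passage 16 (0.00049) or of passage 22 (0.034). In the other 10 fits it lay between 0.064, without MM1R with WA of passage 7, and 0.65, without untreated MM1R of passage 7, where the share was 7.7%. The median log2 fold change of the 77 genes was -0.11, and 47 of them were lower (adjusted p = 0.13 over 7 lists, limma's camera with Benjamini-Hochberg adjustment). The unadjusted p of camera was 0.091 and that of fry 0.085. Without MM1R with WA of passage 7 the median was -0.04.

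The largest changes among the 19 genes were those of JUN, with a log2 fold change of 2.43 (SE 0.53, adjusted p = 0.0081, same edgeR test), and PIK3R1, with 1.02 (SE 0.16, adjusted p = 0.0013, same edgeR test). The size of the change of JUN rested on passage 7, since the log2 changes within pairs were 1.21, 1.47 and 3.91 for passages 4, 6 and 7, and without MM1R with WA of passage 7 the log2 fold change was 1.57. PIK3CG, PRKCD and NFKB1 were lower, with log2 fold changes of -0.88, -0.86 and -0.77.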

More particularly, WA significantly decreased BTK mRNA expression (Log2FC = −0.525, FDR = 0.023). This was further confirmed by qPCR and western immunoblot experiments. 

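BTK was covered by 672 to 873 reads in the MM1R cultures with WA, or 45.0 ± 4.12 CPM (SD, n = 3). The log2 fold change against untreated MM1R was -0.51 (SE 0.15, adjusted p = 0.044, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BTK was lower with WA in all 3 pairs of cultures of the same passage, with log2 changes of -0.57 in passage 4, -0.36 in passage 6 and -0.58 in passage 7, a mean of -0.50 ± 0.12 (SD, n = 3 pairs). Across the other filters, normalizations, tools and designs, the adjusted p lay between 0.0037 (DESeq2 with passage number as replicate block) and 0.054 (edgeR with at least 10 reads in every library), and only the latter was above 0.05. With 1 of the 12 libraries left out in turn, the log2 fold change lay between -0.56 and -0.42. The adjusted p of the edgeR test was then above 0.05 in 8 of the 12 fits. These were the fits without untreated MM1R of passage 4 (0.088), 6 (0.1) or 7 (0.08), without MM1R with WA of passage 4 (0.11), 6 (0.069) or 7 (0.16), without untreated MM1S of passage 22 (0.057) and without MM1S with WA of passage 23 (0.052). BTK in MM1R with WA remained above BTK in untreated MM1S by a log2 fold change of 2.34 (SE 0.17, adjusted p = 8.6e-07, same edgeR test). The paper asked how WA decreases BTK kinase activity in MM1R cells, and from the lower BTK mRNA by sequencing, together with qPCR and western blot (Figure 3b,c), it states that WA lowered BTK expression at the mRNA and protein level.

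**Figure D1:**
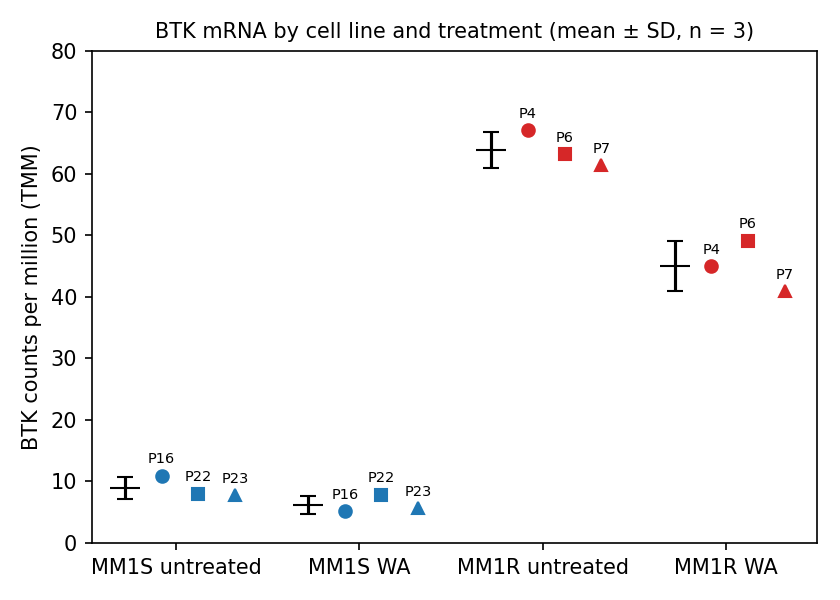
BTK expression in CPM after TMM normalization in the 12 cultures, by cell line and treatment. Each point is 1 culture with its passage number, and each bar gives the mean ± SD of 3 cultures. All 3 MM1R cultures with WA lie below the 3 untreated MM1R cultures, and all 6 MM1R cultures lie above the 6 MM1S cultures.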

As can be observed from Figure 3b,c, WA was able to lower BTK expression in a time-dependent manner, both at the mRNA and protein level. Similar WA-specific changes could also be observed in U266 cells, another GC-resistant multiple myeloma cell line sensitive to WA treatment (Figure 3b,c and Figure S5). In line with previous studies [60,61,62], we did not observe any changes in BTK expression after the IBR treatment of MM1R cells indicating that IBR mainly targets BTK (hyper)phosphorylation and not total BTK protein levels (Supplementary Figure S6).

Since WA contains several reactive nucleophilic groups, which can covalently bind to kinase sulfhydryl groups of cysteines through Michael addition [48,63,64], we also evaluated the potential covalent binding of WA to BTK by pulldown experiments with biotinylated WA (WABI). Pull-down experiments with WABI in MM1R cells indeed confirmed cysteine-dependent binding to BTK, which can be blocked by excess amounts (1 mM) of the reducing agent dithiothreitol (DTT) (Figure 4a). Along the same line, covalent WA-BTK interaction could be confirmed in U266 cells (Figure 4b). The biological relevance of this covalent interaction could further be validated in washout experiments where MM1R cells were exposed to increasing concentrations of WA for 15 min, after which it was washed away with PBS. Although WA cells were only briefly treated with WA, the cell viability of MM1R cells was still affected in a dose-dependent manner 24 h post-treatment (Supplementary Figure S7). The growth inhibition remains the strongest in the unwashed cells, suggesting the contribution of non-covalent interactions of WA as well. H-bond and van der Waals interactions between WA and target molecules, such as Hsp90, have indeed been reported to contribute to the anticancer mechanism of WA [65]. Alternatively, covalent binding by WA may be weaker than a normal covalent binding and become reversed by washout experiments [66,67,68]. Finally, by confocal microscopy, we could also demonstrate colocalization of BTK and WABI in MM1R cells (Figure 4c).

### 2.4. Covalent C481 Targeting of BTK by WA in Hinge-6 Domain of the Protein Kinase Cysteinome Classification Reduces Survival of Glucocorticoid Resistant Multiple Myeloma MM1 Cells

Human protein kinases are composed of two highly conserved domains, namely catalytic and regulatory domains. It has been shown that the catalytic domain can be further classified based on the positions of the gatekeeper amino acids and cysteines hosted in the catalytic pocket [69,70,71,72]. Based on the positions of cysteines present across the human kinome, Leproult et al. reclassified the human kinome into a cysteinome according to the cysteine positions relative to the ATP binding pocket (Table 2) [69,73]. Interestingly, most kinases inhibited by WA treatment, including BTK, BLK and EGFR, were found to be highly enriched in Hinge-6 domain type kinases (Table 2). Multiple sequence alignment of these Hinge-6 domain orthologs revealed the presence of a conserved glycine-cysteine motif, suggesting that WA covalently binds to this site within its TK targets (Figure 5a). Through molecular docking studies, we found that the conserved cysteine site within BTK (Cys481) is indeed accessible and favorable (−4.93 kcal/mol) for WA binding (Supplementary Table S1). The docking results predict that covalent bond formation occurs via the C_4_-OH group of WA and the Cys481 residue of BTK and that this interaction is further stabilized via hydrogen bond formation with surrounding Leu482, Tyr485 and Gly480 amino acids (Figure 5b,c). Given that IBR also covalently targets the Cys481 residue of BTK, these results suggest that WA interacts with BTK in a similar manner as IBR [63]. By using the NanoBRET Target Engagement Intracellular Kinase assay, where the affinity of WA for BTK can be analyzed by competitive displacement of a fluorescent NanoBRET Tracer bound to BTK, we could further confirm that WA can displace the WT BTK protein, but not the mutated C481S BTK protein in HEK-293 cells (Figure 5d). This suggests that the Cys481 residue of BTK is the main binding site of WA. Furthermore, we show that silencing of endogenous WT BTK reduces cell MM1R viability and can be rescued upon overexpression of C481S BTK overexpression. (Figure 5e, Figure S8). Of special note, C481S BTK overexpression cannot completely rescue WA-induced cell death in MM1R, confirming that WA kinase effects on cell viability are not limited to BTK alone and may involve additional hinge 6 domain type kinase targets of the cysteinome classification in MM1R cells. Along the same line, GC-sensitive MM1S cells lacking BTK overexpression are also sensitive to WA treatment through promiscuous covalent cysteine targeting of alternative cell survival tyrosine kinases expressed in MM1S cells (Figure S9a–c).

## 3. Discussion

A common feature of many B-cell malignancies is their ability to develop therapy resistance through increased BCR signaling and BTK activity. Along the same line, increased BCR signaling has been shown to reduce the therapeutic efficacy of GCs in B-cell leukemias [26,27,28,29]. Although MM cells are typically lacking active BCR, BTK overexpression and signaling has been associated with increased therapy resistance in the disease [18,75]. Accordingly, we compared the anticancer effect of the clinically approved BTK kinase inhibitor IBR and the preclinical phytotherapeutic kinase inhibitor WA to kill GC therapy-resistant MM cells via suppression of BTK hyperactivation. Phosphopeptidome based tyrosine kinome profiling confirmed hyperactivation of multiple BCR family kinases besides other receptor TK families (FGFR, PDGFR, DDR) in GC therapy-resistant MM1R cells. Furthermore, hyperactivated BCR kinases could completely be suppressed with both kinase inhibitors, WA and IBR. Nonetheless, kinase tree representations of both kinase inhibitor profiles revealed quantitative and qualitative differences in specificity and potency, which may underly the differences in potency of WA and IBR to kill GC-resistant MM cells. Biotin affinity-purification experiments confirmed a cysteine-dependent covalent interaction between WA and BTK, similar to IBR-BTK Cys481 binding [63]. This is supported by molecular modeling studies, which revealed favorable covalent WA binding to the conserved Cys481 residue in BTK. In addition, NanoBRET Target Engagement Intracellular Kinase assays confirm WA-dependent inhibition of WT BTK kinase activity, which is lost upon C481S mutation. Interestingly, most kinases inhibited by WA treatment, including BTK, BLK and EGFR, belong to the Hinge-6 domain-type kinases, according to the kinase cysteinome classification. The latter suggests broad redundant kinase inhibitory effects of WA through covalent cysteine targeting. Accordingly, BTK silencing experiments could only partially mimic the therapeutic cell death effects of WA in MM1R, whereas overexpression of the C481S kinase mutant could only partially protect against WA. Similarly, cancer therapeutic effects of WA could also be observed in GC-sensitive MM1S cells, which lack BTK overexpression, through covalent targeting of alternative cell survival kinases expressed in MM1S. As such, the therapeutic efficacy of WA against different cancer cell types may strongly depend on its promiscuous nucleophilic cysteine reactivity towards the cellular repertoire of hyperactivated tyrosine cell survival kinases. Additionally, the anticancer effects of WA may also partially rely on its non-covalent interactions with target proteins. H-bond interactions with terminal hydroxyl groups of WA were shown to be sufficient to deform protein complexes through naïve hindrance [65]. Alternatively, the covalent interaction of WA may be weaker than that of the normal covalent bond and be reversible in washout experiments [76]. Taunton and coworkers demonstrated that drug efficacy could be optimized by finetuning warhead residence time and exploiting the intrinsic reversibility of the reaction moiety [66,77]. In this respect, partially reversible covalent binding characteristics of WA may promote more promiscuous tyrosine kinase targeting than IBR and explain the higher efficacy of WA than IBR in overcoming MM drug resistance. Finally, WA-mediated inhibition of BTK kinase activity was also accompanied by a time-dependent decrease in BTK mRNA and protein expression, not observed for IBR, suggesting that WA targets BTK hyperactivation at multiple levels [62]. For example, WA may indirectly decrease BTK activity by reducing kinase protein levels by inhibition of Sp1-dependent transcription [78], by post-transcriptional microRNA silencing mechanisms [53,79], or by decreasing kinase stability via heat shock chaperone proteins [45,47].

Although WA clearly suppresses hyperactivated BTK family kinases signaling, some limitations of our study need to be acknowledged. Most notably, mainly GC therapy-resistant MM cell models were studied here. Further preclinical in vitro and in vivo studies are required to fully appreciate the therapeutic efficacy of WA to overcome multidrug resistance by covalent inhibition of hinge 6 cysteine domain BTK family kinases. In addition, small qualitative and/or quantitative variations in specificity/potency observed for the promiscuous BCR TK inhibitor profiles of WA and IBR may not be sufficient to explain the large difference in the therapeutic efficacy of WA as compared to IBR against GC-resistant MM cell lines. Of special note, whereas nM concentrations of IBR are effective against B-cell lymphoma cancer cells, much higher μM concentrations seem to be required to kill BTK overexpressing MM cells [17,80,81,82,83], presumably because of the presence of highly redundant BCR/NFKB survival pathways (PI3K/Akt/mTOR/Syk) in MM, which compensates for pharmacological BTK inhibition [37]. Yet, despite the presence of these compensatory pathways, complete silencing of BTK expression is cytotoxic to MM1R cells, emphasizing BTK’s involvement in myeloma cell survival. This is in line with previous observations made in BTK KO mouse models, where complete loss of BTK expression resulted in a more significant decrease in splenic B-cell numbers compared to mice harboring BTK mutations [84]. Because BTK also possesses crucial shuttling and scaffold activities, complete silencing of BTK is likely more detrimental to B-cells due to additional loss of non-kinase functions [85].

Furthermore, covalent cysteine binding of WA has also been reported to Ser/Thr kinases [86] and phosphatases [87], which were not included in our phosphopeptidome screening approach. Indeed, in addition to BTK, BCR signaling is fine-tuned by Ser/Thr kinases (for example, IKK2, PKCβ) [15,88] and phosphatases (i.e., SHIP1, PTEN) [89,90]. Finally, chemoproteomic strategies have identified additional WA non-kinase target proteins, which may further strengthen the potential cancer therapeutic efficacy of WA [45,91]. Therefore, functional silencing approaches with shRNA libraries will be informative to further distinguish druggable key cancer targets from adverse off-targets to defeat therapy resistance in MM by WA [87,92]. Further research determining the safety and pharmacokinetic profile of WA is needed as well. Preliminary (pre)clinical toxicology studies of WA in different cancer models revealed that WA administration is generally well tolerated with limited to no adverse toxicity reported [93,94,95]. Yet, no toxicology data of WA have been collected in B-cell malignancies, such as MM.

## 4. Materials and Methods

### 4.1. Cell Culture and Cell Viability Assays

GC-sensitive MM1S (CRL-2974) and GC-resistant MM1R MM cell lines (CRL-2975) have been described previously and were purchased from ATCC [53]. GC-resistant U266 cells were kindly provided by Dr. Eva Lion, Head of Tumor Immunology Group of the Laboratory of Experimental Hematology (University of Antwerp). Cells were cultivated in RPMI-1640 supplemented with 10% fetal bovine serum (E.U approved; South American origin) and 1% penicillin/streptomycin solution (Invitrogen, CA, USA). The cell lines were additionally supplemented with 1% MEM Non-Essential amino acids and 1% sodium pyruvate (Invitrogen, CA, USA). Each cell line was maintained at 37 °C in 5% CO_2_ and 95% air atmosphere and 95–98% humidity. Cell viability was assessed by colorimetric assay with 3-(4, 5-dimethylthiozol-2-yl)-2, 5-diphenyltetrazolium bromide (MTT) (Sigma-Aldrich, St. Louis, MO, US) as previously described [53].

### 4.2. Cell Lysis and Peptide Array-Based TK Activity Profiling

WA- or BTK-treated and untreated MM1S and MM1R cells (*n* = 3 biologically independent samples per cell line per treatment) were lysed in M-PER lysis buffer containing 1:100 Halt’s protease and Pierce™ phosphatase inhibitors (Thermo Scientific, Waltham, MA, USA). The lysates were collected and centrifuged at >13,000× rpm for 15 min at 4 °C. The supernatants were transferred to pre-chilled Eppendorf tubes and flash-frozen immediately on dry ice. Protein concentrations were determined by the Pierce™ BCA method (Thermo Scientific, Waltham, MA, USA) [96]. Cellular kinase activities were measured by TK-specific phosphopeptide arrays (PamChip, PamGene International B.V. the Netherlands) according to the manufacturer’s protocol as previously described [56,97]. The differences in peptide phosphorylation signal intensity between different experimental setups were analyzed in a linear mixed model by using BioNavigator 6.3 software integrated with R (Bioconductor) for statistical analysis (paired two-sided t-test and unpaired *t*-tests). FDR were calculated using Benjamini–Hochberg method (adjusted *p*-values < 0.05) [55]. The upstream kinases were correlated with the identified PTK-specific phosphopeptide fingerprints according to the human (phospho)protein reference database [98,99,100,101]. Peptide lists showing differential phosphorylation intensities were further cross-compared with phosphorylation specific datasets of the Kinexus kinase predictor [102]. The kinases’ ranking was based upon scoring penalties of sensitivity and specificity of observed peptide phosphorylation changes in the tested experimental conditions. The significance of the upstream kinase scoring functions was calculated by Fisher’s exact test. Pathway enrichment of differentially phosphorylated protein IDs was analyzed via MetaCore (Clarivate Analytics, Philadelphia, PA, USA) and Ingenuity pathway analysis (IPA) software (Qiagen, Germany) [103].

### 4.3. cDNA Conversion Quantitative Real-Time PCR

Total RNA (1 µg) extracted from each sample was converted into cDNA with the Go Script reverse transcription system (Promega, Madison, WI, USA) following the manufacturer’s protocol. Next, qPCR analysis was carried out using the GoTaq qPCR master mix (Promega, Madison, WI, USA) according to the manufacturer’s instructions. In brief, a 25 µL reaction volume mix per sample was prepared, containing 12.5 µL GoTaq qPCR master mix, 0.4 µM forward and reverse primer and nuclease-free water. The following PCR program was applied on the Rotor-Gene Q qPCR machine of Qiagen: 95 °C for 2 min, 40 cyclic denaturations (95 °C, 15 s) and annealing/extension (60 °C, 30 s), and dissociation (60–95 °C). Each sample was run in triplicate. The median value of the triplicates was taken to calculate the ΔΔCt-values using GAPDH as the normalization gene. Primer sequences are listed in Supplementary Table S2.

### 4.4. RNA Extraction and RNA Sequencing

The RNeasy mini kit (Qiagen, Germany) was used to extract total RNA from untreated, or WA exposed MM1S and MM1R cells (*n* = 3 biologically independent samples per cell line per treatment) according to the manufacturer’s protocol. Isolated, pure total RNA was then quantified and qualified using an Epoch^TM^ microplate spectrophotometer (BioTek, Winusky, VT, USA). RNA samples were stored at −80 °C and subsequently shipped to BGI (BGI Group, Beijing, China), where RNA integrity was determined using the 2100 Bioanalyzer system (Agilent Technologies, CA, USA). All 12 samples with acceptable quality levels (RNA content >80 ng/µL, 28 s/18 s ≥ 1.0 and RIN ≥ 7.0) were included for sequencing library preparation. Prepared libraries were 2 × 50 bp paired-end sequenced using the BGISEQ-500 platform (BGI Group, China). RNAseq data were deposited in the NCBI GEO database (GSE162475).

The quality of the RNA sequencing reads was assessed using FastQC (v0.11.5, Babraham Institute, Cambridge, UK) [104]. STAR (v2.7.3a, Cold Spring Harbor Laboratory, CA, USA) [105] was subsequently used to map reads to the human reference genome build 37 (hg19) and to generate a read count table summarizing the counts per gene. Finally, differential gene expression analysis was performed using the DESeq2 package [57], and pathway analysis was performed with Panther (Protein Informatics, Celera Genomics, CA, USA) [106].

### 4.5. Antibodies and Reagents

WA was purchased from Alta Vista Phytochemicals (Hyderabad, India), and biotinylation of WA was performed by Dr. P. Van der Veken (WA-BT; Universiteit Antwerpen, Belgium). Both formulations were stored as 20 mM stocks in DMSO at −20 °C as previously described [48,107]. IBR (IMBRUVICA^®^) stock solutions were obtained from Pharmacyclics (Sunnyvale, CA, USA). Antibodies BTK (3533) and GAPDH (2118S) were obtained from Cell Signaling Technology (Danvers, MA, USA).

### 4.6. Cell Viability after WA Washout

After 15 min treatment of MM1R cells with increasing concentrations of WA (with or without DTT), cells were washed extensively with PBS (3 × 5 min) and left to grow for an additional 24 h in WA-free supplemented RPMI-1640 medium. Once incubation was complete, cell viability was determined by colorimetric MTT assay as described above. MM1R cells continuously treated with WA for 24 h were included to allow for a direct comparison of covalent and non-covalent effects on cell viability.

### 4.7. Protein Extraction and Western Immunoblot Analysis

For western immunoblot analyses, cell pellets were lysed in 0.5 mL RIPA buffer (150 mM NaCl, 0.1% Triton X-100, 0.1% SDS, 50 mM Tris-HCl pH 8) supplemented with protease inhibitors (Complete Mini^®^, Roche, CA, USA). Soluble protein extracts were obtained after 15 min incubation on ice, followed by brief sonication and centrifugation at 16 g for 20 min at 4 °C. Samples were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS–PAGE) and transferred onto nitrocellulose membranes (Hybond C, Amersham) following standard protocols. After blocking, membranes were incubated overnight at 4 °C with the primary antibodies, followed by dye-conjugated secondary antibodies (polyclonal goat anti-rabbit HRP, #P0448, Dako). Bound complexes were detected with the Amersham Imager 680 (Cytiva, Austria) and quantified by Image J software (Max Planck Institute, Dresden, Germany) [108]. Original immunoblot images are provided in Supplementary Table S4.

### 4.8. WA-Biotin-Based Affinity Purification

WA-BT affinity purification and co-precipitation were performed as previously described [48]. In short, MM1R and U266 cells were seeded in 10 cm culture dishes and incubated for 24 h at 37 °C. Cells were treated with biotinylated WA (1 µM, 2.5 µM, 5 µM or 7.5 μM as indicated) or left untreated for 2 h. Cells were then lysed in 1 mL lysis buffer (5 mM Tris pH 7.6, 1% Triton-X100 and 5 mM EDTA, supplemented with Complete™ protease inhibitor cocktail) and incubated with Neutravidin beads overnight. Beads were centrifuged for 5 min at 500 g after which the supernatant was removed. Beads were subsequently washed 5 times with lysis buffer. Total protein lysates, or coprecipitates, were separated by SDS–PAGE and electrotransferred onto a nitrocellulose membrane. Blots were probed using the appropriate antibodies, and the immunoreactive proteins were detected using the Amersham Imager 680 (Cytiva, Austria).

### 4.9. Immunofluorescence Confocal Microscopy

After treatment with WABI, MM1R cells were fixed in 4% (*v*/*v*) formaldehyde. Cells were stained with rhodamine–phalloidin (Molecular Probes, Thermo Fisher Scientific Inc., Waltham, MA, USA) to visualize the cellular morphology, Hoechst 33,258 (Sigma-Aldrich, St. Louis, MO, USA) to visualize the nucleus and streptavidin-Alexa Fluor555 (Molecular Probes, Thermo Scientific, MA, USA) to visualize biotinylated WA. To determine WABI colocalization with specific proteins (BTK), WABI-treated MM1R cells were immunostained with primary (anti-rabbit BTK, Cell Signaling Technology, mAb#8547) and corresponding labeled secondary antibodies (anti-rabbit Alexa Fluor-488, Molecular Probes, Thermo Scientific, MA, USA). Cells were then placed on glass slides and mounted with coverslips using Fluoromount^TM^ (Sigma-Aldrich, St. Louis, MO, US)Confocal imaging was carried out by a laser-scanning microscope equipped with a Plan-Apochromat 63X/1.40 Oil DIC objective lens and excitation wavelengths 405, 488, 561 and 640 nm (Zeiss LSM 800, Carl Zeiss, Germany). At least 20 different microscopic fields were analyzed for each sample using ZEN imaging software (Carl Zeiss). ZEN lite^TM^ (Carl Zeiss, Germany) was used to perform image reconstruction and presentation.

### 4.10. Covalent Docking of WA with BTK

In silico molecular docking studies of the BTK protein (PDB id: 6TFP) with WA (PubChem CID: 26537) were performed as previously described [109]. Briefly, BTK and WA structures were energy minimized with Swiss-PdbViewer (v4.1) [110] and UCSF Chimera (Geneva Biomedical Institute, Geneva, Switzerland) [111], respectively. Molecular docking and calculation of the docking scores were performed with Autodock4 (v4.2.6, University of California, Berkeley, CA, USA). The obtained docking solutions were evaluated based on their scoring, and the generated poses were clustered based on the ligand’s cluster ranks. Finally, the clusters were differentiated based on the covalent bond lengths and prime energies. Final docking results were visualized with LIGPLOT (v.4.5.3, University College London, UK) [74] and PyMOL (v.2.4, Schrödinger, NY, USA) [112] software.

### 4.11. Cell Transfections and BRET Measurements

BTK- and BTK(C481S)-NanoLuc^®^ fusion vectors were purchased from Promega and used in BRET target engagement experiments. HEK-293 cells were transfected with the NanoLuc^®^ fusion vectors using FuGENE HD (Promega, Madison, WI, USA) according to the manufacturer’s protocol. Briefly, fusion vectors were diluted into transfection carrier DNA (Promega, Madison, Wisconsin, USA) at a mass ratio of 1:10, after which FuGENE HD was added at a ratio of 1:3. The FuGENE HD complexes were then added to HEK-293 cells (1:20 ratio) at a density of 2 × 10^5^ per mL. Subsequently, cells were plated onto white, 96-well plates (Corning, NY, USA) at a density of 2 × 10^4^ cells/well and left to incubate for 24 h at 37 °C and 5% CO_2_. After incubation, cells were equilibrated for 2 h with the NanoBRET tracer reagent (K11, Promega, Madison, WI, USA) and increasing WA concentrations (0.5–10 µM). To measure BRET, NanoBRET NanoGlo substrate and extracellular NanoLuc inhibitor (Promega, Madison, WI, USA) was added according to the manufacturer’s protocol, and filtered luminescence was measured on a GloMax Discover luminometer equipped with 450 nm BP filter and 600 nm LP filter. MilliBRET units (mBU) were calculated by multiplying raw BRET values by 1000 and plotted with GraphPad Prism.

### 4.12. Nucleofection of siBTK and C481S BTK

The BTK(C481S)-NanoLuc^®^ Fusion Vector was purchased from Promega, and siBTK was purchased from GE-Healthcare Bio-sciences (Accell Human BTK siRNA, EQ-003107–00–0005, 29121299, sequence supplied in Table S3). MM1R cells were transfected with siBTK alone or siBTK combined with BTK(C481S) using the Nucleofector IIb device (Lonza, Switzerland) according to the manufacturer’s instructions. In short, 2.10^6^ MM1R cells were resuspended in supplemented nucleofector solution, after which 300 nM siBTK was added with or without 2 µg BTK(C481S). To each nucleofection reaction, an additional 2 µg of pmaxGFP™ Vector was added as an internal positive control (transfection efficiency = 51.3 ± 2.4%). Resuspended cells were subsequently transferred to a cuvette and transfected using the O-020 nucleofector program. After nucleofection, a pre-equilibrated medium was added, and cells were transferred to a 96-well plate at a density of 80.000 cells/well. Eight hours post-transfection, transfection efficiency and GFP expression were assessed with fluorescence microscopy. If a GFP signal was present, cells were treated with increasing concentrations of WA and cell viability was measured after 24 h using the MTT colorimetric method. BTK mRNA expression of nucleofected cells was further confirmed by quantitative real-time PCR.

## 5. Conclusions

Although cysteine code classification has been developed to explain the selectivity of different electrophiles classes, many cysteine-reactive natural products have shown promiscuous therapeutic anticancer activities with poorly characterized targets [87,113,114]. In a high-throughput compound library screening, the cysteine reactive phytochemical WA was identified as a top prioritized investigational compound to suppress hyperactivated BCR cancer signaling, together with IBR [63]. Given that WA possesses broad-spectrum therapeutic activities in several (drug-resistant) cancer cell types, including B-cell lymphoma and MM [46,51], we further characterized its molecular mechanisms of action in GC-resistant MM cells by combining innovative transcriptomic and phosphor-peptidomic kinase (activity) profiling approaches. Our findings demonstrate that the TK inhibitory profile of WA in GC-resistant MM cells is similar to that of IBR and that hyperphosphorylation of many BCR-related kinases, including BTK, is inhibited. Because WA also covalently targets BTK in a cysteine-dependent manner, we hypothesize that WA inhibits BTK autophosphorylation and activation in an IBR-like fashion. We additionally found that WA silences BTK expression in GC-resistant MM cells at the mRNA and protein level, suggesting that WA suppresses BTK cancer signaling via a dual mechanism. Since WA displays high a similarity with IBR mode of action, but with a more potent effect on cell death of GC-resistant MM cells, further structure-function analysis of WA-analogs may allow (pre)clinical optimization of highly effective withanolide BCR inhibitors to expand the arsenal of cancer drugs against therapy-resistant B-cell malignancies.

## Figures and Tables

**Figure 1:**
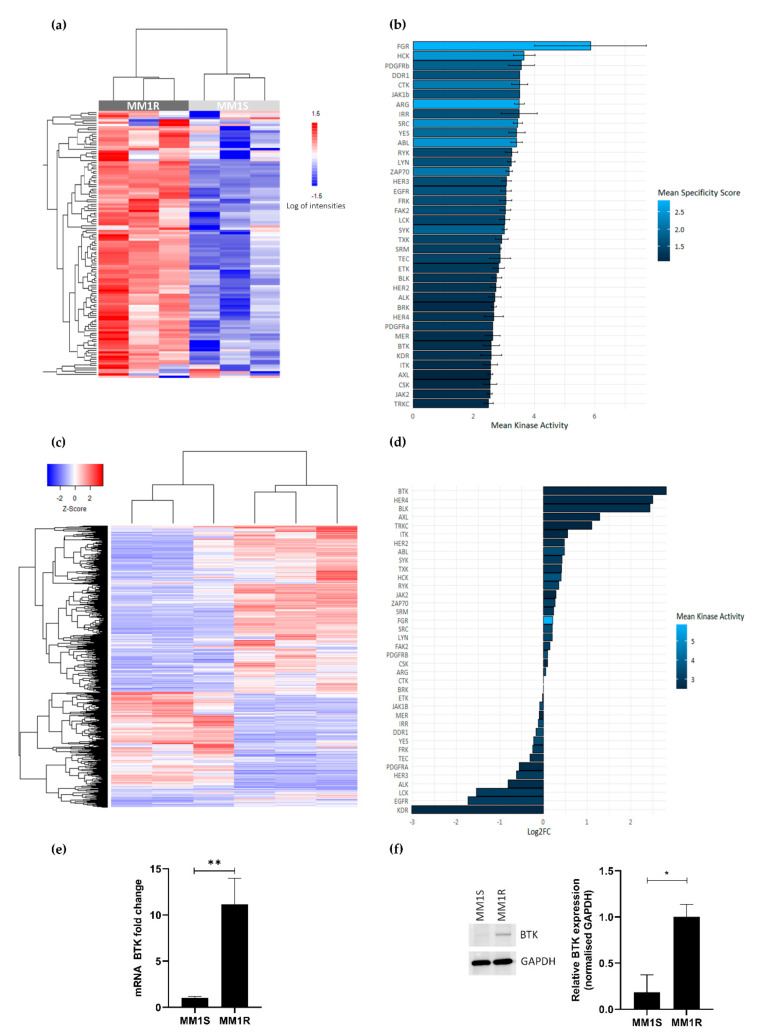
(**a**) Heatmap showing phosphorylation intensities of peptides serving as substrates for tyrosine kinases. Figure shows hyperphosphorylated (red) or hypo-phosphorylated (blue) peptides in MM1R (*n* = 3) and MM1S (*n* = 3) samples. (**b**) Ranking of hyperactivated kinases in MM1R versus MM1S cells based on the top 20 significant differentially phosphorylated peptides. Fill color of the bars is based on the kinase specificity score, indicating the specificity of differences in kinase activity with respect to the quantity of peptides used for predicting the corresponding kinase (**c**) Heatmap representation of differentially expressed genes (logFC >|1|, *p* < 0.01) in MM1R versus MM1S cells as determined by RNA sequencing. *n* = 3 biologically independent replicates per cell line. (**d**) Ranking of the top overexpressed kinases in MM1R versus MM1S cells based on their log2-fold change as determined by RNA sequencing. Fill colors of the bars are a measure for kinase activity as measured via the PTK-specific phosphopeptide array. (**e**) Relative Bruton’s tyrosine kinase (BTK) mRNA levels in MM1R and MM1S cells. Data are plotted as the mean ± s.d., *n* = 3 biologically independent replicates (** *p* = 0.0035, unpaired *t*-test). (**f**) Western immunoblot detection and quantification of basal BTK and GAPDH protein levels in MM1R and MM1S cells. Data are plotted as the mean ± s.d., *n* = 3 biologically independent replicates (* *p* = 0.0385, unpaired *t*-test).

**Figure 2:**
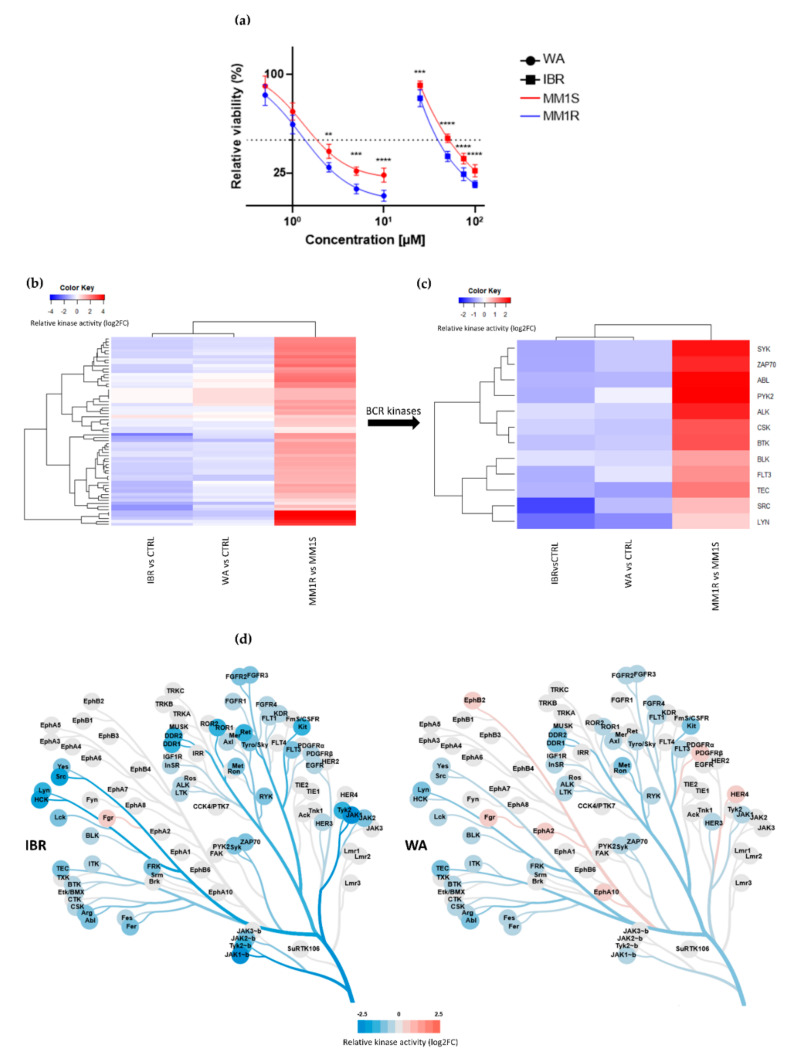
(**a**) Relative cell viability of MM1 cells upon 24 h exposure to increasing concentrations of BTK inhibitor ibrutinib (IBR) or withaferin A (WA). Data are plotted as the mean ± s.d., *n* = 3 biologically independent replicates. (** *p* < 0.01, *** *p* < 0.001 **** *p* < 0.0001, ANOVA). (**b**) Heatmap representation of hyperactivated or inhibited kinases in MM1R versus MM1S cells, or following 15 min IBR or WA treatment, *n* = 3 biologically independent replicates per treatment group. (**c**) Close-up heatmap representation of Figure 2b showing inhibited BCR-related kinases in MM1R versus MM1S or following 15 min IBR or WA treatment, *n* = 3 biologically independent replicates per treatment group. (**d**) Kinase trees displaying the tyrosine kinase targets of IBR (left) and WA (right). Kinase trees were generated with the CORAL web tool (http://phanstiel-lab.med.unc.edu/CORAL/, accessed on 30 November 2020).

**Figure 3:**
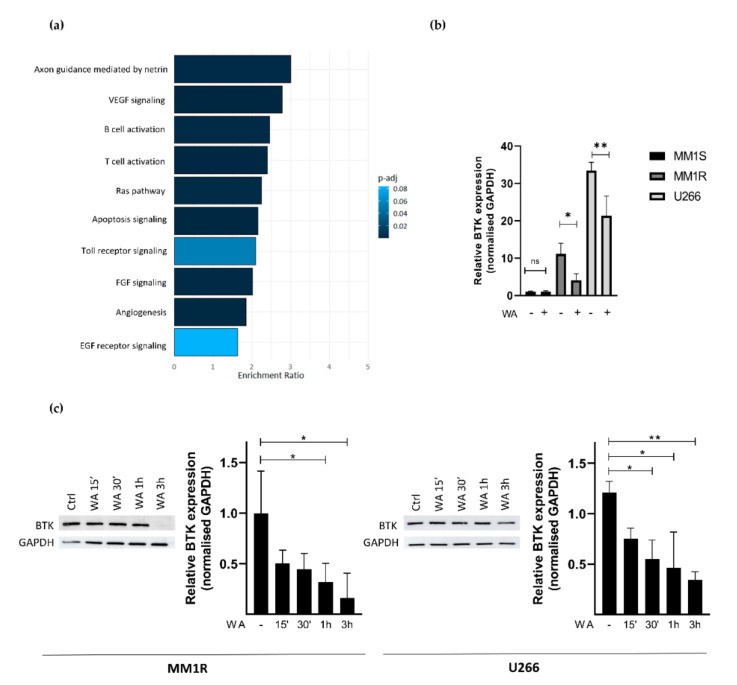
(**a**) Panther pathway enrichment analysis of significant (FDR < 0.05) differentially expressed genes of WA-treated MM1R cells as determined by RNA sequencing. (**b**) Relative BTK mRNA levels of MM1R, MM1S and U266 cells treated with WA for 3 h. Data are plotted as the mean ± s.d., *n* = 3 biologically independent replicates (* *p* = 0.0453, ** *p* = 0.0015, ANOVA) (**c**) Western blot detection and quantification of BTK and GAPDH expression levels after WA treatment in MM1R and U266 cells. Data are plotted as the mean ± s.d., *n* = 3 biologically independent replicates. (* *p* < 0.05, ** *p* < 0.01, ANOVA).

**Figure 4:**
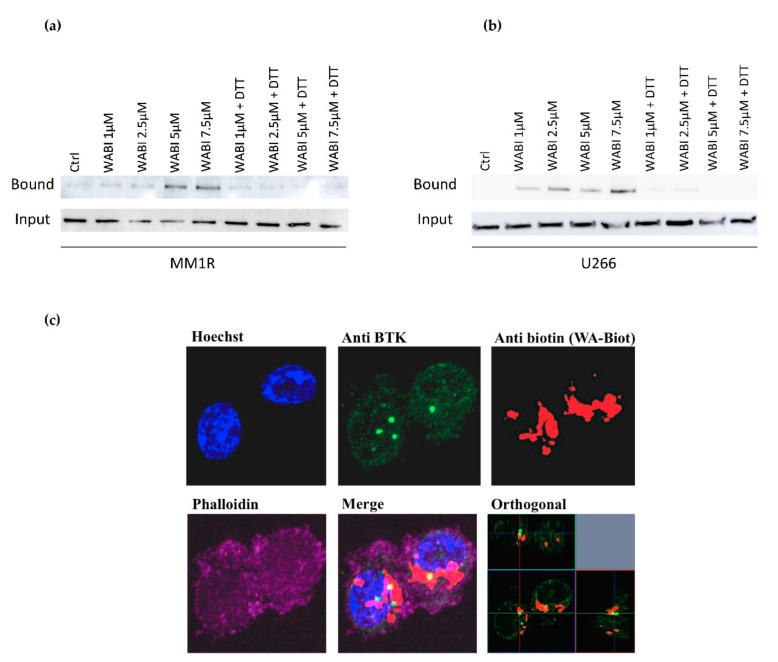
(**a**) Western immunoblot detection of BTK levels before and after pulldown with biotinylated WA (WABI), following 2 h WABI treatment in MM1R in the presence or absence of excess thiol donor DTT (1 mM). (**b**) Western immunoblot detection of BTK levels before and after pulldown with biotinylated WA (WABI), following 2 h WABI treatment in U266 cells in the presence or absence of excess thiol donor DTT (1 mM). (**c**) Confocal imaging of colocalization of BTK expression and WABI localization in MM1R cells.

**Figure 5:**
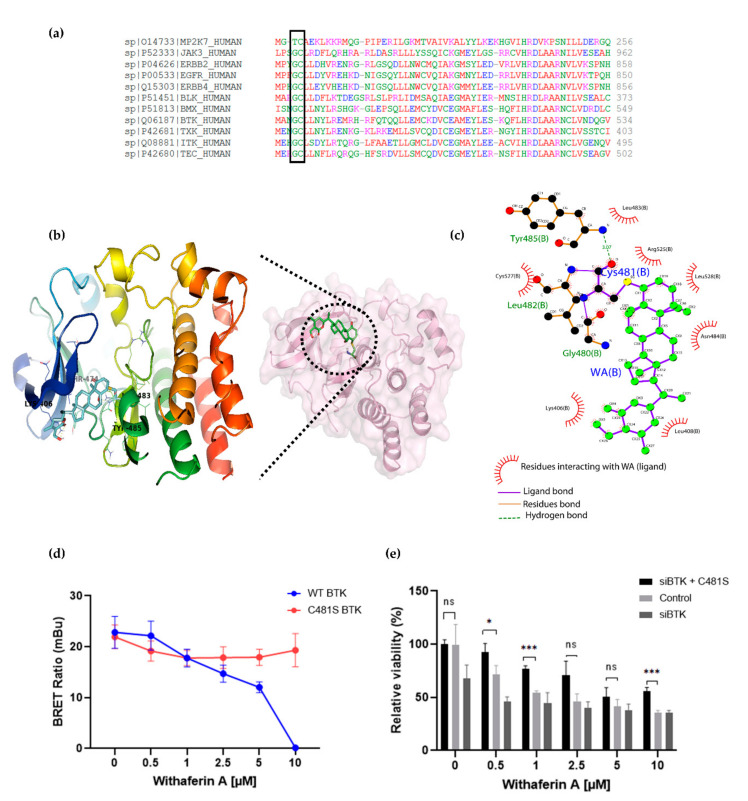
(**a**) Multiple sequence alignment of Hinge 6 domain-type kinases. The conserved GC-motif between different orthologs is indicated. Alignment was performed with Clustal Omega (https://www.ebi.ac.uk/Tools/msa/clustalo/ accessed on 30 November 2020). (**b**) Crystal structure of BTK (PBD id: 6TFP) in complex with WA (PubChem CID: 26537) covalently bound to Cys481. (**c**) Interaction between WA and BTK structure visualized using Ligplot [74], showing the covalent bond formation of the C4-OH group of WA with the SH group of Cys481 from BTK. (**d**) Inhibition of wild-type (WT) BTK and mutated (C481S) BTK by WA in HEK-293 cells. Data are plotted as mean ± s.d., *n* = 3 biologically independent replicates. (**e**) Relative viability of MM1R cells treated for 24 h with increasing concentrations of WA, upon BTK silencing (siBTK) in presence or absence of C481S BTK overexpression. Data are plotted as mean ± s.d., *n* = 3 biologically independent replicates (ns = *p* > 0.05, * *p* = 0.0309, *** *p* < 0.0001, ANOVA).

**Table 1:** Overview of top 20 most significantly differentially expressed genes (logFC > 1 or logFC < −1) between glucocorticoid (GC)-resistant MM1R and GC-sensitive MM1S cells.

Gene Ontology Term	Symbol	Gene ID	Name	Log2FC	*p*-Adj.
ECM and cell–cell adhesion	RELN *	5649	Reelin	2.9	7.4 × 10^−160^
	PLXNB2	23654	Plexin B2	1.8	7.1 × 10^−96^
	PODXL2 *	50512	Podocalyxin like 2	2.6	6.8 × 10^−83^
	ESAM	90952	Endothelial cell adhesion molecule	2.0	1.7 × 10^−80^
	PRKX *	5613	Protein kinase X-linked	1.1	8.1 × 10^−79^
	ACP5	54	Acid phosphatase 5, tartrate-resistant	4.8	2.0 × 10^−77^
GPCR signaling	GNG7	2788	G protein subunit gamma 7	1.5	5.7 × 10^−99^
	UTS2R	2837	Urotensin 2 receptor	1.9	5.4 × 10^−77^
BCR signaling	BTK *	695	Bruton’s tyrosine kinase	2.8	1.5 × 10^−216^
	TNFRSF8	943	TNF receptor superfamily member 8	3.7	6.9 × 10^−93^
	CD52	1043	CD52 molecule	3.5	5.6 × 10^−83^
mRNA/protein stability	CTAG2	30848	Cancer/testis antigen 2	8.5	4.0 × 10^−168^
	LINC01518	101929397	Long intergenic non-protein Coding RNA 1518	7.9	1.4 × 10^−147^
	CMTR1	23070	Cap methyltransferase 1	−1.1	9.6 × 10^−115^
	TMEM25	84866	Transmembrane protein 25	4.8	6.0 × 10^−79^
Cell cycle regulation	CDKN2A	1029	Cyclin-dependent kinase inhibitor 2A	9.4	1.7 × 10^−210^
Cytoskeleton	TUBB4A	10382	Tubulin beta 4A class IVa	3.6	6.1 × 10^−165^
Inflammation	NLRP11	204801	NLR family pyrin domain containing 11	4.9	1.2 × 10^−220^
Transmembrane transport	SLC38A5	92745	Solute carrier family 38 member 5	1.8	1.7 × 10^−92^
	ABCG2*	9429	ATP-binding cassette subfamily G member 2	5.6	2.0 × 10^−84^

* Genes associated with therapy resistance. Abbreviations: ECM, extracellular matrix; GPCR, G-protein coupled receptor; BCR, B-cell receptor.

**Table 2:** Kinase cysteinome classification. Summarized from [73]. Bold highlights kinases representing the main tyrosine kinase targets of withaferin A.

Site	Subsite	Representative Kinases
Gatekeeper region	GK	MOK
	GK + 1	SgK494
	GK − 1	MAP2K4, MKK3, MAP2K6, KHS1, KHS2, GCK
DFG region	DFG + 1	MAP3K8, MOS, MAP3K4, PINK1
	DFG + 2	PKCz, PKCi, AKT1, AKT2, AKT3, PKCg, SGK1F, SGK2
	DFG − 1	PBK, TGFbR2, CDKL3, CDKL2, PRP4, MNK2, MNK1
Glycine rich loop region	Glycineloop	WNK4, WNK1, WNK2, WNK3, HER3
	Glycineloop 1	ZAK
	Glycineloop 2	SgK496, MEKK1, PLK2, PLK3, PLK1, RSK1
	Glycineloop 3	SgK493
	Glycineloop5	FGFR1, FGFR2, FGFR3, FGFR4
Hinge binding region	Hinge 1	FGFR4, TTK, MAPKAPK2, MAPKAPK3
	Hinge 2	IKKa, IKKb, LKB1, NEK4, Wee1, SLK, FLT4, KDR
	Hinge 3	Ron, FGR, SgK494, Kit, CSFR, FLT3
	Hinge 4	SgK110, BubR1, LKB1, TBK1
	Hinge 5	PINK1, EphB3
	Hinge 6	MAP2K7, TEC, TXK, ITK, BTK, BMX, BLK, HER2, EGFR, HER4, JAK3
	Hinge 7	JNK1, JNK2, JNK3
Roof region	Roof sheet	HER3

## Data Availability

The data presented in this study are openly available in the NCBI GEO database, GEO accession number GSE162475.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13071618/s1, Figure S1: Heatmap showing phosphorylation intensities of peptides serving as substrates for tyrosine kinases. Figure S2: MetaCore pathway analysis of differentially phosphorylated protein peptides (*p* < 0.05) in MM1R versus MM1S cells. Figure S3: Row-annotated heatmap representation of hyperactivated or inhibited kinases in MM1R versus MM1S cells. Figure S4: Target-binding affinities of Ibrutinib. Figure S5: Relative viability of U266 cells after 24 h treatment with WA or DEX. Figure S6: Relative BTK mRNA and protein levels of MM1R cells treated with IBR. Figure S7: Relative viability of MM1R cells treated with increasing concentrations of WA for 15 min. Figure S8: Relative BTK mRNA and protein expression of siBTK-transfected MM1R cells with or without the C481S BTK mutant. Figure S9: The biological targets of WA treatment strongly depends on cellular context. Table S1: Summary of the binding energy of the covalent bond of Cys481 with WA as predicted by covalent docking. Table S2: Overview of qPCR primers used in this study. Table S3: Overview of siRNA sequences used in this study. Table S3: Overview of siRNA sequences used in this study. Table S4: Original images western immunoblots.

How the deposited data were processed for this re-analysis (not part of the article)

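RNA from 12 cultures of the multiple myeloma cell lines MM1S and MM1R, untreated or exposed to WA, was sequenced with 3 cultures in each of 4 groups. Cell line, treatment and passage number were taken from the sample labels, and passage number served as replicate number. The concentration of 1 µM and the exposure of 3 h also come from the labels.

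The authors deposited a table of raw counts, the number of reads per gene that STAR gave for each culture, with no normalization. It lists 43735 genes, of which 26497 had a read in the 12 cultures, and every entry names a gene. Entries with a copy number after the gene symbol (4743 entries) held 0.19% of the reads. The annotation and the strand setting of the counting are not named in the paper's text. The authors deposited a further table of normalized signal, the counts divided by 1 DESeq2 size factor per library. All of its values (100%) equalled the raw count divided by 1 number per library, and it was used for no test. Its size factors departed by up to 0.68% from those computed on the 12 libraries. No pair of replicates was a library deposited more than once, since the counts of each pair differed by 8.7 to 48.7 times the sampling noise (chi-square per degree of freedom), with correlations of log CPM from 0.979 to 0.993.

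Total counts per culture lay between 17625110 and 19368343 with a median of 18555625. A gene with no more than 3 reads in any culture of a group was treated as at the floor, and a fold change against such a group is given as a lower bound. Counts come from reads without molecular identifiers, so that such limits cover counting error only.

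Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr over the 4 groups (minimum count 10), which left 14085, and libraries were scaled with TMM. The quasi-likelihood test of edgeR was applied in 1 fit of all 12 libraries with Benjamini-Hochberg adjustment. MM1R was compared with MM1S, both untreated, at an adjusted p of 0.01 and a log2 fold change of 1 in size, as in the paper. WA was compared with untreated cells within each line, and the difference between the lines in the effect of WA was tested as an interaction, both at an adjusted p of 0.05. Log2 changes within a pair of cultures used CPM with a pseudocount of 0.5.

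Lists of genes were written by hand before the data were examined, for the B-cell receptor pathway, heat shock, NRF2 targets, the integrated stress response, NF-kB targets, glucocorticoid targets and the kinases of the Hinge-6 group. A list of p53 targets was added later. Lists were tested with limma's camera (correlation between genes 0.01) and with fry as an alternative. Genes named in the text are BTK, the 20 genes of Table 1, NR3C1, the glucocorticoid targets and the first 3 and last 3 of the kinases of Figure 1d. For WA in each line they are the 5 largest increases and the 5 largest decreases among genes past the limit with a mean of at least 1 CPM and the same direction in all 3 pairs. For the difference between lines they are the 5 genes with the smallest p, and for each list up to 5 members past the limit. ABL1, the only further kinase of Figure 1d under an adjusted p of 0.01 by edgeR, MDM2 and further entries of HSPA1B are named in addition. Coordinates and exon numbers are those of the GENCODE annotation of GRCh37.

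Whether passage number pairs the cultures was checked by correlating the deviations from the group mean between the untreated and the WA culture of the same passage. The correlations were 0.39, 0.18 and 0.22 for passages 4, 6 and 7 of MM1R and 0.71, 0.25 and 0.44 for passages 16, 22 and 23 of MM1S. The highest correlations between cultures of different passage were -0.16, -0.07 and 0.11 for passages 4, 6 and 7 and -0.44, 0.31 and 0.37 for passages 16, 22 and 23, so that for passage 22 a culture of another passage was closer. The labels give the shared passage number, and all same-passage pairs were positive, so that a fit with replicate block was treated as paired.

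Both tests were checked on simulated counts with 197, 197 and 198 genes changed by a log2 fold change of 1.58 in the 3 comparisons, among 13816, 13799 and 13805 tested genes. edgeR recovered 91.9%, 91.9% and 92.4% of the changed genes, and 7.2%, 3.2% and 4.2% of its calls were false. DESeq2 recovered 87.3%, 89.3% and 86.4%, and 12.7%, 8.3% and 7.6% of its calls were false. All 3 comparisons were called there at an adjusted p of 0.05 with no limit on the fold change. Every simulated gene had the same spread between cultures (dispersion 0.05), with no pairing by passage and no outlying passage. These rates therefore do not carry over to the limits used between the lines or to the spread of the real cultures.

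The alternatives were DESeq2's size factors, no filter on low counts, at least 10 reads in every library, DESeq2, only the 6 libraries compared, passage number as replicate block with edgeR and with DESeq2, fry, a test against a fold change of 2, an adjusted p of 0.01 for WA, and each library left out in turn. Kinase activity, qPCR, western blot and viability data were not analysed here.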

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

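The list of p53 targets was chosen only after the genes that differ between the lines were seen. The tests of heat shock members without near-identical copies, of library depth for NR3C1 and of fry on the differences between lines, and the comparisons within pairs and across lines that bear on chance, were also chosen only after the result was seen.

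The paper's text gives no number of genes changed by WA in MM1S, and its Figure S9 was not used here. In MM1S with WA, 1476 genes passed an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 880 higher and 596 lower. Of these, 1204 were also called in MM1R, all 1204 in the same direction, where chance would give 207, and the lines share no library. In MM1R alone 769 genes were called and in MM1S alone 272. No gene (0) passed edgeR's test of the difference between the lines, with 97 at an unadjusted p under 0.05. DESeq2 called 1 gene there, DNAJA4, and edgeR with no filter on low counts called 11. The lack of calls in the main fit does not show that the effects are equal. The count in MM1S was 726 and 729 without untreated passage 23 and 22, and 816 and 930 without WA passage 23 and 16. A fit with replicate block gave 3399 genes, which included all 1476. Of the 10 splits of the 6 MM1S libraries into 3 and 3, only the real one (1) gave as many genes, and the highest count of the others was 0. The other 3 of the 4 splits that part all 3 passage pairs also gave 0. With 10 splits the share is never under 0.1, so that this count alone cannot exclude chance. The 1204 genes called in the same direction in libraries that the lines do not share argue against chance differences between cultures as the source of those genes.

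Genes of the heat shock list, whose expression in these libraries the paper's text does not report, rose with WA. Of the 18 tested, 18 were called in MM1R and 17 in MM1S. The median log2 fold change was 2.09 in MM1R (adjusted p = 6.8e-25, limma's camera with Benjamini-Hochberg adjustment over 7 lists) and 2.26 in MM1S (adjusted p = 5.3e-27, same limma test). Both calls held under fry, with p of 1.1e-06 and 1.3e-06. The entry HSPA1B, with at most 1 read in any untreated culture, was at least 3.68-fold higher in MM1R and at least 4.60-fold higher in MM1S. With this entry at its bound the medians were 1.95 and 2.04. Further entries of this gene, outside the list and looked at only after the result was seen, held more reads. HSPA1B_2, with 5775 to 9803 reads in MM1R with WA and 3142 to 8044 in MM1S with WA, had log2 fold changes of 6.85 and 6.23. Those of HSPA1B_1 were 6.77 and 6.35. Apart from HSPA6, and from HSPA1B with its lower bound, the largest changes within the list were those of DNAJB1 (5.40 in MM1R and 4.91 in MM1S), BAG3 (5.21 and 4.55) and HSPB1 (4.06 in both). Reads shared between near-identical copies of HSPA1 and HSPA6 do not account for this, since the members outside these families had medians of 1.89 in MM1R and 1.83 in MM1S. GC content, gene length and expression level do not either, since none of 10000 random lists had a median as far out after their trend was removed (permutation of list members, p = 1e-04 in both lines, the smallest they can give). Of the 10 splits of the libraries, only the real one (1) gave a camera p as small, in either line. The splits alone cannot exclude chance, since their share is never under 0.1 and the other splits mix the treatments in unequal numbers. However, the list took 0.72% to 0.99% of the reads in the 6 untreated libraries and 3.47% to 5.61% in the 6 libraries with WA, and DNAJB1 rose by 3.82 to 6.13 in each of the 6 pairs. These values, in lines that share no library, argue against chance differences between cultures. A heat shock response to WA is the explanation that stays open, as a hypothesis.

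The NRF2 target list also rose with WA, by a median log2 fold change of 0.54 in MM1R (adjusted p = 1e-04, limma's camera with Benjamini-Hochberg adjustment over 7 lists) and of 0.72 in MM1S (adjusted p = 1.6e-06, same limma test). Under fry, p was 0.00068 and 0.00025. Of its 16 genes, 8 and 9 were called, all higher, and 11 in each line when adjusted over the list alone. HMOX1 had the largest change, with log2 fold changes of 6.62 and 6.92, followed by OSGIN1 with 2.65 and 3.64. Random lists of like expression argue against GC content, gene length and expression level (permutation of list members, p = 1e-04 in both lines, the smallest they can give). In MM1R 3 of the 10 splits of the libraries gave a camera p as small, the real one included, against 1 of 10 in MM1S. As the other splits mix the treatments in unequal numbers, they hold part of any effect of WA, and they cannot exclude chance by themselves. The medians within pairs were 0.55, 0.68 and 0.51 for passages 4, 6 and 7 of MM1R and 0.61, 0.72 and 0.66 for passages 16, 22 and 23 of MM1S, and HMOX1 rose by 5.86 to 7.31 in each of the 6 pairs. A rise of like size in all 6 pairs argues against chance differences between cultures, and a response of NRF2 targets to WA stays open as a hypothesis.

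The integrated stress response list rose by a median log2 fold change of 1.64 in MM1R (adjusted p = 0.00011, limma's camera with Benjamini-Hochberg adjustment over 7 lists) and of 1.39 in MM1S (adjusted p = 0.0028, same limma test). Under fry, p was 0.019 in MM1R and 0.068 in MM1S, where the call was lost, whereas the calls of the heat shock and NRF2 lists held in both lines. Of the 11 genes tested, 7 were called in MM1R and 3 in MM1S, the latter DDIT4, PPP1R15A and SLC3A2. The adjusted p by edgeR of PPP1R15A, 0.022, was 0.075, 0.062, 0.051 and 0.089 without untreated passages 23, 16 and 22 and WA passage 23 of MM1S. That of SLC3A2, 0.02 by edgeR, was 0.07, 0.055 and 0.089 without untreated passages 23 and 16 and WA passage 23 of MM1S, and 0.051 in a fit of the 6 MM1S libraries alone. In MM1R the calls of CHAC1, ATF3 and DDIT3 were lost in 4, 3 and 3 of the 12 fits with 1 library left out. Their highest adjusted p by edgeR was 0.13, 0.12 and 0.075. The median in MM1S was 0.70 without WA passage 23 and 1.97 without untreated passage 22. Within pairs of cultures the medians were 1.15, 1.24 and 2.08 for passages 4, 6 and 7 of MM1R, and 1.95, -0.13 and 1.91 for passages 16, 22 and 23 of MM1S. Thus 1 of the 6 pairs did not rise. Random lists argue against GC content, gene length and expression level (permutation of list members, p = 1e-04 in both lines, the smallest they can give). As small a camera p came from 1 of 10 splits in MM1R and from 3 of 10 in MM1S, the real ones included. In MM1R all 3 pairs rose and the call held under fry, which argues against chance differences between cultures there. In MM1S, where 1 pair did not rise and the call was lost under fry, chance and WA cannot be told apart.

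The effect of WA differed between the lines by limma's camera for 4 of 7 lists. The median difference (MM1R minus MM1S) was -0.24 for the p53 targets, -0.13 for the NRF2 targets, 0.36 for the integrated stress response and 0.21 for the glucocorticoid targets. With Benjamini-Hochberg adjustment over the 7 lists, the adjusted p of limma's camera was 6.9e-05 for the p53 targets and 0.04 for each of the others, and the unadjusted values were 9.8e-06, 0.02, 0.012 and 0.023. The 7 lists included the p53 list, added later, and left out the Hinge-6 list, with an unadjusted camera p of 0.86. The values of 0.04 therefore rest on a set of lists that was not fixed beforehand. The remaining lists had medians of 0.12 (heat shock), 0.13 (NF-kB targets) and -0.01 (B-cell receptor pathway), with unadjusted camera p of 0.19, 0.064 and 0.69. In a fit with replicate block, camera's unadjusted p rose to 0.062 for the integrated stress response and fell to 0.019 for the NF-kB targets. None of these calls held under fry, which estimates how far the members of a list vary together, with p of 0.098 for p53, 0.49 for NRF2, 0.6 for the integrated stress response, 0.065 for glucocorticoid targets and 0.56 for NF-kB targets. Members that vary together between cultures are a candidate explanation for all 4. However, fry asks whether a list changed at all, and camera whether it changed more than the other genes. A call lost under fry therefore does not by itself show that members vary together.

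Other explanations were tested on the same 4 differences. GC content, gene length and expression level were argued against by random lists (permutation of list members, p = 1e-04, the smallest they can give, for the p53, glucocorticoid and integrated stress response lists and 5e-04 for NRF2). So was the sharing of untreated libraries with the difference between the lines, by random lists matched on that difference (permutation of list members, p = 1e-04 for p53 and the integrated stress response, 8e-04 for glucocorticoid targets and 0.002 for NRF2). When the 6 pairs of cultures were split into 3 and 3 in all 10 ways, the real split was the only one (1) with a median as large for p53 and for glucocorticoid targets, whereas 3 splits were as large for NRF2 and 8 for the integrated stress response. With 10 splits a chance arrangement cannot be told apart from a difference between the lines. For p53 the medians within pairs were 0.04, 0.18 and 0.10 in MM1R and 0.26, 0.16 and 0.33 in MM1S, which overlap. The p53 median difference was -0.09 without untreated MM1R of passage 7 and -0.13 without MM1R with WA of passage 4. A difference between the lines in the p53 response to WA is a hypothesis that these cultures leave open.

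NR3C1, which encodes the glucocorticoid receptor and whose expression the paper's text does not report, was lower in untreated MM1R than in untreated MM1S by a log2 fold change of -2.96 (SE 0.23, adjusted p = 2.1e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lies on chromosome 5 from 142657496 to 142815077 (GRCh37). It had 112 ± 34.5 CPM (SD, n = 3) in MM1S, from 1791 to 2929 reads, and 14.5 ± 0.523 CPM (SD, n = 3) in MM1R, from 254 to 277 reads. With each library left out in turn, the log2 fold change lay between -3.10 and -2.68. The log2 ratio of the median total counts was -0.02. As the test already scales the counts for library depth, this ratio adds no support to the lower NR3C1. The lines differ in GC sensitivity and also in passage number, and this difference was found in the same data, so that a lower receptor expression as part of GC resistance is a hypothesis. The glucocorticoid target list differed between the untreated lines by a median of -0.25, with a p of 0.0038 under fry and of 0.13 under limma's camera, which made no call. It was -0.16 without untreated MM1S of passage 16. Past an adjusted p of 0.05 by the same edgeR test, PER1 was higher (log2 fold change 0.70), and ZBTB16, with 4 to 41 reads in MM1S and at most 1 in MM1R, was lower. The adjusted p of PER1, 0.014 by edgeR, rose to as much as 0.069 with 1 library left out.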

How the results depend on the processing

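The list of p53 targets, fry on the differences between lines and 3 settings for the count between the lines, which are marked, were chosen only after the result was seen. All p-values of single genes here are adjusted p-values from edgeR's quasi-likelihood test or DESeq2, with Benjamini-Hochberg adjustment, and those of lists are from limma's camera unless fry is named.

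Between the untreated lines, the 419 genes became 811 with no filter on low counts (26497 genes tested), 234 with at least 10 reads in every library (11805 genes tested) and 129 with a test against a fold change of 2. Settings chosen after the data were seen gave 808 at an unadjusted p of 0.01, 805 with DESeq2 at an unadjusted p of 0.01 and 1233 with DESeq2 and no limit on the fold change. Across the 12 fits that each left out 1 library, the count ran from 268 (without untreated MM1R of passage 6) to 537 (without untreated MM1S of passage 16). These fits have fewer libraries.

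For WA, passage number as replicate block gave 4094 genes in MM1R and 3399 in MM1S, DESeq2 with replicate block 3424 and 2930, and an adjusted p of 0.01 gave 812 and 556. Leaving out 1 library gave 950 to 2396 in MM1R and 726 to 1621 in MM1S. The number of genes whose WA effect differs between the lines was 0, with 11 under no filter and 1 under DESeq2. The gene called by DESeq2 was DNAJA4 (adjusted p = 0.0014, DESeq2). The replicate block gave 0 there, with 286 at an unadjusted p under 0.05. Its value changed the call of BTK in MM1S. At an unadjusted p of 0.05 for lists, it changed that of the B-cell receptor pathway list in MM1S. For the differences between lines, it changed those of the integrated stress response and NF-kB lists. It changed no other call among the results reported.

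BTK kept its direction and its call between the lines under every alternative run on it. With WA in MM1R its log2 fold change was -0.47 (adjusted p = 0.054, edgeR) with at least 10 reads in every library, and it ran from -0.56 to -0.42 with 1 library left out, with adjusted p by edgeR from 0.022 to 0.16. With WA in MM1S it was -0.52 (adjusted p = 0.075, edgeR), and the call was gained with no filter (-0.54, adjusted p = 0.034, edgeR), with DESeq2 (-0.53, adjusted p = 0.03), with the replicate block (-0.52, adjusted p = 0.041, edgeR) and with DESeq2 and the replicate block (-0.54, adjusted p = 0.014). With 1 library left out it ran from -0.72 (without WA passage 22 of MM1S, adjusted p = 0.018, edgeR) to -0.35. The difference between the lines for BTK, 0.01, ran from -0.16 to 0.22 and changed sign in 5 of 12 fits, with an adjusted p of 1 by edgeR in each. BTK ranked 1 among the kinases of Figure 1d with at least 10 reads in every library and with 6 libraries, where BLK was not tested.

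The share of the B-cell receptor pathway list called with WA in MM1R kept its call with DESeq2's size factors, no filter, DESeq2 and the replicate block. It was 22.2% with at least 10 reads in every library (one-sided Fisher's exact test, p = 0.1) and 19.5% with 6 libraries (one-sided Fisher's exact test, p = 0.16), and ran from 7.7% to 32.5% with 1 library left out. The median change of this list in MM1R, -0.11 with a p of 0.091, was -0.13 with no filter, with a p of 0.016. With 1 library left out it ran from -0.12 to -0.04, with a p of 0.034 without untreated MM1R of passage 7 and of 0.032 without MM1R with WA of passage 6. In MM1S its median was -0.09 with an unadjusted p of 0.049. Its adjusted p over 7 lists was 0.069 (limma's camera with Benjamini-Hochberg adjustment), so that it was called only without adjustment. It was -0.08 with at least 10 reads in every library (p of 0.11), -0.09 with the replicate block (p of 0.07) and -0.09 under fry (p of 0.073). With 1 library left out it ran from -0.12 to -0.09, and in 11 of 12 fits p was no longer under 0.05, with a highest p of 0.12 without MM1S with WA of passage 16.

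Under fry, the integrated stress response list in MM1S (1.39, p of 0.068) lost its call and the glucocorticoid target list between the lines (-0.25, p of 0.0038) gained one, and the p53 difference between the lines (-0.24, p of 0.098) lost its call. The NF-kB target list in MM1S, 0.02 with a p of 0.2, ran from -0.19 (without WA passage 16 of MM1S) to 0.09 and was also below 0 without untreated MM1S of passage 23 (-0.15), untreated MM1S of passage 22 (-0.08) and untreated MM1R of passage 6 (-0.01). The correlation across genes of the WA effects in the lines was 0.84, and 0.23 with no filter, where more genes are near 0 reads. It ran from 0.69 (without MM1S with WA of passage 16) to 0.82. DUSP1 between the lines, 0 to 2 decimals, changed sign with at least 10 reads in every library (0) and with 6 libraries (0.01), and ran from -0.38 to 0.28 with 1 library left out. The heat shock and NRF2 lists with WA in both lines and the integrated stress response and NF-kB lists with WA in MM1R kept direction and call under the alternatives run on them.

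Of the 517 values of 99 results on named genes and the p53 list under the other settings, 506 kept direction and call, 4 lost the call, 5 gained it and 2 changed sign. HSPA1B and BCL2A1 in MM1S got no adjusted p from DESeq2 and were left out there. With 1 library left out, 1129 of 1188 kept both, 56 lost the call and 3 changed sign. Apart from the number of genes tested and of libraries, the cause was not tested. The 17 untested kinases of Figure 1d had at most 12 reads in any untreated culture, and no difference between the lines was tested for them.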

Differences from the paper's values

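No test in this part was chosen only after the result was seen, apart from 1 setting that is marked. Adjusted p-values given here are from edgeR's quasi-likelihood test or DESeq2, with Benjamini-Hochberg adjustment.

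The paper gives 1383 differentially expressed genes between MM1R and MM1S, against 419 here. None of the alternatives set before the data were examined closed the gap. These gave 432 with DESeq2's size factors, 811 with no filter, 234 with at least 10 reads in every library, 571 with DESeq2, 353 with 6 libraries and 129 with a test against a fold change of 2, and 268 to 537 with 1 library left out. DESeq2 with no limit on the fold change, a setting chosen after seeing the values, gave 1233, within 1.5 times of the paper's count. DESeq2 was run only on the 14085 genes past edgeR's filter on low counts, so that its count without this filter is not known.

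For BTK with WA in MM1R, the paper's adjusted p is 0.023, against 0.044 by edgeR here. Of the alternatives set before the data were examined, the gap was closed without untreated MM1S of passage 16 (adjusted p = 0.026, edgeR), without MM1S with WA of passage 16 (0.028) and without MM1S with WA of passage 22 (0.022), and not by the others, whose adjusted p by edgeR or DESeq2 lay between 0.0037 and 0.16. For BTK between the untreated lines, the paper's adjusted p is 1.5e-216, against 1.7e-07 by edgeR here. No alternative set before the data were examined closed the gap, and the smallest values were 1.3e-59 with DESeq2 and 6.8e-59 with edgeR and no filter.

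Among the genes of Table 1 that were not at the floor in MM1S, the log2 fold change of 3 differed by more than the spread between cultures. GNG7 is 1.5 in the paper and 1.63 here, and the gap was closed without untreated MM1S of passage 16 and without untreated MM1R of passage 6 (both 1.58), and by no other alternative set before the data were examined. TUBB4A is 3.6 in the paper and 4.04 here, and none of the alternatives set before the data were examined closed the gap. NLRP11 is 4.9 in the paper and 4.48 here, and of these alternatives only those without untreated MM1S of passage 23 (4.54) and of passage 22 (4.65) closed the gap. LINC01518, at the floor in MM1S, was compared only by its lower bound, which cannot show that a value is smaller than the paper's. Its fitted log2 fold change was 7.05, against 7.9 in the paper, a gap that is also beyond its spread between cultures of 0.11.

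The paper places BTK first among the kinases of Figure 1d, with BLK at about 2.4 and NTRK3 at about 1.1 in Figure 1d, read by eye. Here BLK has the higher fitted log2 fold change, 3.98 against 2.84, from few reads. With at least 10 reads in every library and with 6 libraries, BTK comes first. The paper presents the genes of Table 1 as its 20 most significant, and 9 of them are among the first 20 by p here, with edgeR and with DESeq2.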

Other observations

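Both tests of untreated MM1S passage 16, the comparisons across lines and with passages left out that bear on chance and the count of genes without reads in the normalized table were chosen only after the result was seen.

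With WA in MM1S, BTK fell from 155 to 211 reads to 95 to 147 reads, or to 6.21 ± 1.44 CPM (SD, n = 3). Its log2 fold change was -0.52 (SE 0.17, adjusted p = 0.075, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is past 0.05 under 4 of the alternatives and without MM1S with WA of passage 22. The log2 changes within pairs were -1.02, -0.03 and -0.43 for passages 16, 22 and 23, a mean of -0.49 ± 0.50 (SD, n = 3 pairs). The test of the difference between the lines gave 0.01 (SE 0.23, unadjusted p = 0.96, edgeR). By qPCR, Figure 3b of the paper marks the change in MM1S as not significant. Of the 77 tested genes of the B-cell receptor pathway list, 9 (11.7%) were called with WA in MM1S, against 10.5% of the other tested genes (one-sided Fisher's exact test, p = 0.42). The difference between the lines in this share was not tested.

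The paper discusses kinases with a cysteine at the Hinge-6 position. Of 11 such kinases, 7 were tested. Their median log2 fold change was 0.36 between the untreated lines (p of 0.11 by limma's camera and 0.0022 by fry), -0.35 with WA in MM1R (p of 0.081 by camera and 0.039 by fry) and -0.32 with WA in MM1S (p of 0.062 by camera and 0.087 by fry). Those called with WA in MM1R were BTK and MAP2K7 (log2 fold change -0.55). The NF-kB target list had medians of 0.12 in MM1R and 0.02 in MM1S, with p of 0.81 and 0.2 by limma's camera. With 1 library left out, the median in MM1R fell to 0.06 without untreated passage 6 or WA passage 4 and to 0.07 without untreated passage 7 of MM1R, and that in MM1S ran from -0.19 without WA passage 16 to 0.09 without untreated passage 16 of MM1S. The glucocorticoid target list, with no glucocorticoid added, had medians of 0.61 with WA in MM1R (p of 0.028 by limma's camera and 0.00011 by fry) and 0.23 in MM1S (p of 0.17 by camera and 0.0024 by fry). Without ZBTB16, which had at most 3 reads in any MM1R culture, the median in MM1R was 0.14. The members called in MM1R were TSC22D3 (3.28), DUSP1 (2.26), KLF9 (1.15) and CXCR4 (1.07), and those called in MM1S were TSC22D3 (2.74) and CXCR4 (0.86). The p53 target list had medians of 0.24 between the untreated lines, 0.10 with WA in MM1R and 0.29 with WA in MM1S, with p of 0.001, 0.33 and 0.0012 by limma's camera.

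Of the 20 genes of Table 1, 12 were lower with WA in MM1R. Those called were BTK and PRKX (log2 fold change -0.39), which were lower, and LINC01518 (1.86), which was higher. The adjusted p of PRKX by edgeR, 0.025, was 0.08 without untreated passage 6, 0.071 without WA passage 7 and 0.11 without WA passage 4 of MM1R. Of the 419 genes that differ between the lines, 242 (57.8%) moved towards MM1S with WA in MM1R, 28 called towards and 5 away. The untreated MM1R libraries enter both comparisons. Simulated unchanged WA libraries gave 61.5% ± 1.5 (SD, range 58.7% to 64.6%) in 20 draws, and 20 of 20 were at least as large as observed. The sharing of libraries alone may therefore give the observed share.

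Of the 10 splits of the 6 untreated libraries into 3 and 3, only the real one (1) gave as many genes as between the lines, and the highest count of the others was 0. For WA in MM1R it was also the real one alone (1), with at most 1 gene in the others and 0 in the other 3 of the 4 splits that part all 3 passage pairs. With 10 splits the share is never under 0.1, so that these counts alone cannot exclude chance. For WA in MM1R, 99.7% of the called genes had the same direction in MM1S, whose libraries are not shared, which argues against chance differences between cultures. Between the untreated lines, 1 passage of each line was left out in all 9 ways, and genes were called in the rest. Of these 47 to 848 genes, 83.8% to 100% had the same direction in the untreated cultures left out. The share reached the 90% set before this test in 8 of the 9 ways and was lowest without passage 7 of MM1R and passage 16 of MM1S, so that chance differences between cultures cannot be told apart from cell line for every gene of the count. For BTK and NR3C1 they are argued against. With both treatments taken together, BTK had 95 to 211 reads in the 6 MM1S libraries and 672 to 1289 in the 6 MM1R libraries, and NR3C1 had 1580 to 2929 and 196 to 331, gaps beyond the spread within each line. Untreated and WA cultures of a passage are not independent, so that each line has 3 separate passages here. Passage number, which the lines do not share, stays open.

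The largest increases with WA in MM1S were those of HSPA6 (10.19) and HMOX1, and PGF, HSPA7 and RFPL2 were at least 70.3-fold, 70.4-fold and 39.7-fold higher. The largest decreases were those of IFIT5 (-3.10), CCL3L1 (-2.65), DKK1 (-2.48), LOC107987437 (-2.42) and RTP4 (-2.40). The adjusted p of LOC107987437 by edgeR, 0.028, was 0.057 and 0.069 without untreated passages 16 and 22 and 0.1 and 0.068 without WA passages 23 and 22 of MM1S. In the test of the difference between the lines, the smallest p were those of DNAJA4, TNFRSF10B, EDA2R, LOC105377023 and PHLDA3, from 0.00057 to 0.0034 unadjusted and with an adjusted p of 1 for each (edgeR). DNAJA4 rose by 5.35 with WA in MM1S, to 102 to 359 reads, and had 2 to 3 reads in MM1R with WA. Its adjusted p for the difference was 0.0014 with DESeq2 and 2.2e-05 with edgeR and no filter, between which and 1 the alternatives lie. TNFRSF10B, EDA2R and PHLDA3 are p53 targets and were left out of the p53 list. So was MDM2, with a difference between the lines of -0.67 (unadjusted p = 0.0073, edgeR).

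On the first principal component of log CPM (42.9% of the variance), untreated MM1S of passage 16 lay 31.2% of the way from the other untreated MM1S cultures to untreated MM1R. An admixture of MM1R cells of that size would need 488 reads of CDKN2A and 375 of CTAG2, and passage 16 had 0 of both together, which argues against it. Among the genes that differ between the lines, passage 16 was the MM1S library nearest to MM1R in 59.2%. The WA culture of passage 16 lay towards MM1R as well, at -12.6 on this component against -41.9 and -47.8 for passages 23 and 22 with WA, and across genes its deviations from the group mean correlated with those of the untreated culture (0.71). This argues against chance variation of a single culture. Passage 16 is the lowest passage of MM1S, and since only 1 passage is that low, passage number cannot be told apart from another property of the cells of that passage.

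The authors' normalized table lists 3056 genes with no read in any of the 12 libraries, and it leaves out 14182 genes of the raw table. Whether further libraries entered the normalization was not settled, since the listed genes are themselves what raised the question.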
